A study of Homo sapiens with 4 samples. Its data were reported in "Dying tumor cell-derived exosomal miR-194-5p potentiates survival and repopulation of tumor repopulating cells upon radiotherapy in pancreatic cancer" (2020).

How the data were processed

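Small RNA sequencing had been performed on total RNA of exosomes from pancreatic cancer cells, and the 4 libraries were grouped by the treatment given in their labels. There were 2 libraries from unirradiated cells and 2 from cells given 10 Gy of X-rays. According to the labels the cells were a mixture of the lines PANC-1, SW1990, BxPC-3 and MIA PaCa-2, grown in medium with exosome-depleted serum, and the exosomes were isolated by differential ultracentrifugation with a filtration step. Nothing in the labels says whether the replicates came from separate cultures, so the p-values measure only the spread between these libraries.

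The authors processed the reads as follows. Bases were called with CASAVA 1.8 and adaptors were trimmed with cutadapt 1.9.3. Hairpins were predicted with miRDeep2 on the reads of all libraries together, and reads were aligned with Novoalign 3.02.12 to miRBase hairpins and to the predicted ones, with hg19 named as the genome build. The authors deposited 1 table of mature miRNAs that gives the raw tag count of each sequence in each library, which is the unit analysed here. The same table holds a normalized score by the authors, CPM (tags scaled to a common library size) rounded to whole numbers, and a mean score per group. All 961 of the group means checked equalled the mean of the normalized values, with blanks as 0, plus 0.001 to within 0.0005. The ratio of normalized to raw values was nearly constant within a library, which gave the total that the authors had divided by. These totals came to 514801 and 785424 tags in unirradiated replicates 1 and 2 and to 331718 and 319872 tags in irradiated replicates 1 and 2. The table itself held between 9.76 and 12.5% of those totals.

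The table had 481 lines under 449 mature names, since a mature miRNA is listed once for each hairpin. These were reduced to 427 distinct mature sequences, of which 251 were in miRBase and 176 were predicted. There were 18 sequences listed under several names, with equal counts under each, and these were counted once. The smallest count listed was 2, so a blank stands for fewer than 2 tags, and blanks were taken as 0. The total per library was 58671 and 76696 tags in the unirradiated and 33645 and 39902 tags in the irradiated libraries, in replicate order. Of the 427 sequences, 143 had enough tags to be tested, and their spread between libraries was a biological coefficient of variation of 0.725, which comes on top of counting error. Exact Clopper-Pearson intervals at 95% were computed for shares of tags in single libraries and exact Poisson intervals for ratios of tag rates. These intervals cover counting error only. They take tags as independent, which PCR copies are not, so they may be too narrow even for that.

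Counts were compared between irradiated and unirradiated libraries with edgeR 4.0.16 in R 4.3.3. Sequences were kept by filterByExpr with a minimum count of 10, libraries were scaled by the trimmed mean of M values (TMM), and a robust quasi-likelihood fit and F test were used with Benjamini-Hochberg adjustment. A sequence was called at an adjusted p under 0.05. The standard error of a log2 fold change was derived from the F statistic. For sequences that did not pass the filter, values were taken from a second fit of all 427 sequences with the same scaling. The number of sequences with an unadjusted p under 0.05 and a fold change of at least 2 was counted as well, as common defaults, because the study's own thresholds and test were not used here. The fit was tested on simulated data with 40 changed sequences in each of 20 tables. With the spread estimated from these libraries, 2.0% of sequences changed 4-fold and 49.2% of those changed 16-fold were recovered. With a biological coefficient of variation of 0.3 in place of 0.725, the fit recovered 84.6 and 99.1%.

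Lists of miRNAs were fixed before the data were examined, as were the settings of the main test, the alternatives named below as fixed and the rule for naming miRNAs. There were 17 lists: the 14q32 cluster, the let-7, miR-200 and miR-15/16 families, the miR-17-92 clusters, the HOX cluster miRNAs, p53-responsive miRNAs, regulators of the DNA damage response, miRNAs associated with pancreatic cancer, miRNAs abundant in vesicles, listed miRNAs that are fragments of other RNAs, and markers of blood cells, liver, muscle, neural cells, mesenchymal and endothelial cells and normal pancreas. The 9 lists with at least 3 tested members were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 1 and a preset correlation of 0.01, adjusted over the lists. For every list the share of miRBase tags was computed per library. The rule named miR-194-5p and miR-196b-5p, all sequences past the threshold or else the 5 with the smallest p in each direction, the 8 most abundant sequences, the most abundant members of each list, and sequences listed in a single group. Any other sequence in the text was chosen after its values were seen.

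The share of tags on predicted sequences was compared by an exact permutation test. Sequences with at least 10 tags in both libraries of a group and blank in both of the other were counted. The share of the 3p arm was compared through the interaction of arm and group in edgeR for hairpins with at least 20 tags in each library. All mature sequences were also searched in the transcripts of GENCODE release 29 (GRCh38), allowing 2 bases past the annotated end of small RNA genes, with the reversed sequences as a control. Coordinates are from that annotation. The long ribosomal RNAs of the nucleus and the nuclear transfer RNAs were not searched.

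The alternatives fixed beforehand were the authors' totals, DESeq2 size factors and upper-quartile scaling in place of TMM, the DESeq2 1.42.0 Wald test, limma-trend with a prior count of 2, no filter, a filter of at least 50 tags in 2 libraries, leaving out the predicted sequences, the replicate number as a block, a fit without the robust option, camera with an estimated correlation, fry, other tag minimums, and leaving out each library. Alternatives chosen after seeing the data were scaling by the totals of the table, 1 line per mature name, blanks taken as 1 tag, end variants added to their miRNA, list tests without the predicted sequences, list shares with each library left out and a minimum of 2 tags for sequences listed in a single group. The alternative pseudocounts for normalized values were not needed, since counts were used. Matching and plots used Python 3.11.15 with scipy 1.17.1.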

Results

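Small RNA was profiled in exosomes, small vesicles that cells release into their medium, shed by a mixture of the human pancreatic cancer cell lines PANC-1, SW1990, BxPC-3 and MIA PaCa-2. Exosomes of 2 unirradiated libraries were compared with those of 2 libraries from cells given 10 Gy of X-rays, a dose the labels describe as generating dying tumor cells. The measurement was the number of sequenced tags assigned to each mature sequence, and 427 distinct sequences were listed, 251 of them in miRBase and 176 predicted by the authors from the reads. Predicted sequences are named by the chromosome and number that the authors gave them. The table held 58671 and 76696 tags for unirradiated replicates 1 and 2, and 33645 and 39902 tags for irradiated replicates 1 and 2. Of these, 15638, 13238, 6093 and 15498 tags, in the same order, fell on miRBase sequences. Tags are given in this order throughout, a blank in the table counts as 0, and errors of group means are SD with n = 2.

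The exosomes carried 4 miRNAs among their 8 most abundant sequences. miR-148a-3p, a miRNA abundant in pancreatic tissue, had 1915, 1480, 1449 and 1331 tags, and its gene lies on chromosome 7 from 25949919 to 25949986 (GRCh38). let-7i-5p and let-7g-5p, of the tumor-suppressive let-7 family, had 1334, 1806, 511 and 2342 tags and 1271, 868, 543 and 1338 tags. miR-21-5p, an oncogenic miRNA common in vesicles whose gene lies in VMP1 on chromosome 17 from 59841266 to 59841337, had 1594, 1038, 273 and 1969 tags. None of them was called, and each log2 fold change was smaller than its SE. The values were 0.40 (SE 0.786) for miR-148a-3p, 0.09 (SE 0.823) for let-7i-5p, 0.27 (SE 0.623) for let-7g-5p and 0.02 (SE 0.854) for miR-21-5p.

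The other abundant sequences were short predicted ones, and these took most of the tags. Predicted chr4_32273, with the sequence CCGACGGGCGCUGACCC, made up 38.2 ± 7.13% of tags in unirradiated and 35.2 ± 25.4% in irradiated libraries. Predicted chr3_27581, with the sequence CGGGUGCUGUAGGCUUU, matched the end of 5S ribosomal RNA, a structural RNA of the ribosome, as in RNA5S1 on chromosome 1 from 228610268 to 228610386, and ran up to 2 bases past the annotated gene. It made up 17.4 ± 13.5% and 18.8 ± 12.2% of tags. Predicted chr14_8736 matched 7SL RNA, the RNA of the signal recognition particle, as in RN7SL1 on chromosome 14 from 49586580 to 49586878, and had 6013, 612, 65 and 827 tags. Predicted chr19_15485 had 4259, 703, 330 and 696 tags, a log2 fold change of -1.64 (SE 0.951). The 5 predicted sequences that matched a ribosomal RNA searched here held from 9.13% (95% exact interval 8.90 to 9.36) of tags in unirradiated replicate 1 to 28.5% (28.1 to 28.9) in irradiated replicate 2. The long ribosomal RNAs of the nucleus were not searched. These shares may therefore miss ribosomal fragments and do not rank the libraries by them. The 7 predicted sequences with a 7SL match held from 67 tags (0.154 to 0.253% of the library) in irradiated replicate 1 to 6445 tags (10.7 to 11.2%) in unirradiated replicate 1.

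Predicted sequences together made up 78.0 ± 6.64% of tags in unirradiated and 71.5 ± 14.7% in irradiated libraries. The lowest share, 61.2% (95% exact interval 60.7 to 61.6), was that of irradiated replicate 2, and the highest, 82.7% (82.5 to 83.0), that of unirradiated replicate 2. The difference between the groups of -6.52 percentage points had p = 0.667 in an exact two-sided permutation test, where 2 libraries against 2 cannot give a p below 0.333. Without irradiated replicate 2 the difference was 3.85 percentage points.

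**Figure D1:**
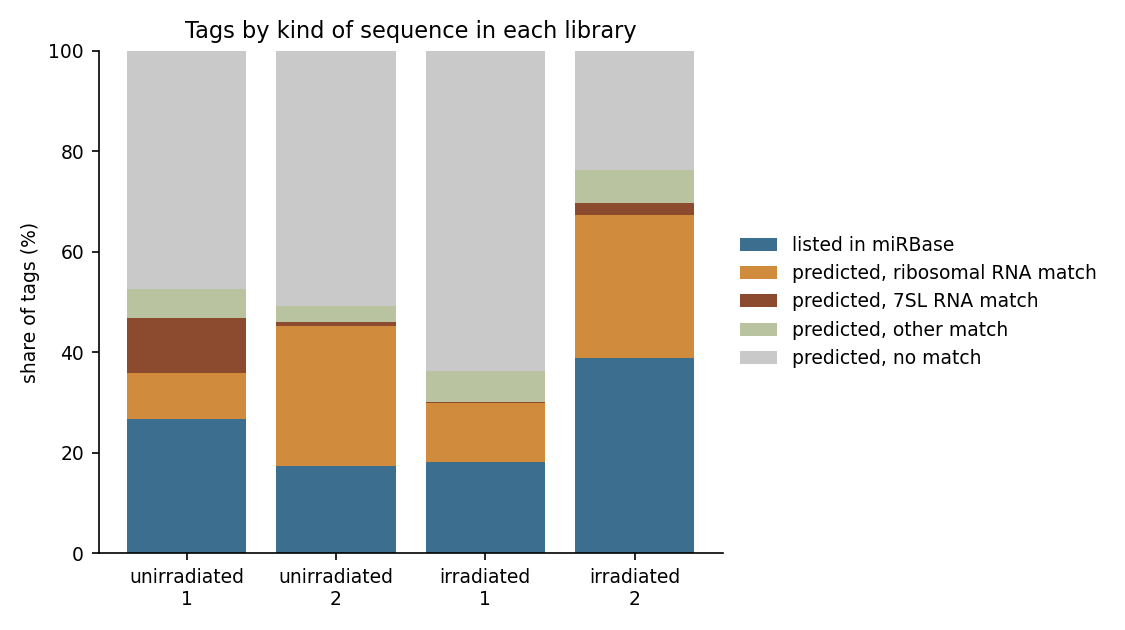
Share of tags (%, vertical axis) by kind of sequence in each of the 4 libraries, as stacked bars. miRBase sequences, the lowest band, held the largest share in irradiated replicate 2, where predicted sequences made up 61.2% of tags.

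The comparison of irradiated with unirradiated exosomes addressed which miRNAs radiation-damaged cells pass on in exosomes. miR-194-5p, which the study followed as a p53-inducible miRNA, had 3 tags in each of the 4 libraries. Its genes are MIR194-1, on chromosome 1 from 220118157 to 220118241, and MIR194-2, on chromosome 11 from 64891355 to 64891439 within an exon of MIR194-2HG. Divided by the totals behind the authors' normalized values, the counts came to 9.21 ± 0.237 CPM (tags scaled to a common library size) in irradiated and 4.82 ± 1.42 in unirradiated exosomes. The ratio of the rates was 2.00 with a 95% exact interval of 0.533 to 7.46, and the totals themselves summed to 2.00 times as many tags in the unirradiated as in the irradiated libraries. With TMM scaling the values were 79.7 ± 39.4 and 51.3 ± 12.6 CPM and the ratio was 1.41 (0.376 to 5.26). In the edgeR quasi-likelihood fit of all sequences the log2 fold change was 0.57 (SE 1.94), with a Benjamini-Hochberg adjusted p of 0.988, and without irradiated replicate 1 it was -0.0031. A change of miR-194-5p was not detectable at this depth.

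miR-196b-5p, the other miRNA that the study named, is encoded in the HOXA cluster on chromosome 7 from 27169480 to 27169563, within an exon of HOXA9. It had 2 tags in both unirradiated libraries, and 7 and 8 tags in irradiated replicates 1 and 2. On the authors' totals this was 23.1 ± 2.76 CPM in irradiated and 3.22 ± 0.947 in unirradiated exosomes, a ratio of 7.48 (95% exact interval 2.38 to 31.0). With TMM scaling the means were 195 ± 79.7 and 34.2 ± 8.37 and the ratio was 5.27 (1.68 to 21.8). Both counting intervals thus lay above 1, but they take no account of the choice of this miRNA on these libraries. The difference did not pass the test that also takes in a spread between libraries. That spread was estimated over the 427 sequences of the fit together, and not from this miRNA alone. Its log2 fold change was 2.42 (SE 1.53) in the edgeR quasi-likelihood fit. The unadjusted p of that fit was 0.114, and the Benjamini-Hochberg adjusted p was 0.943. Neither miRNA reached the minimum count for the main test, and both had been chosen by the study on these libraries.

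**Figure D2:**
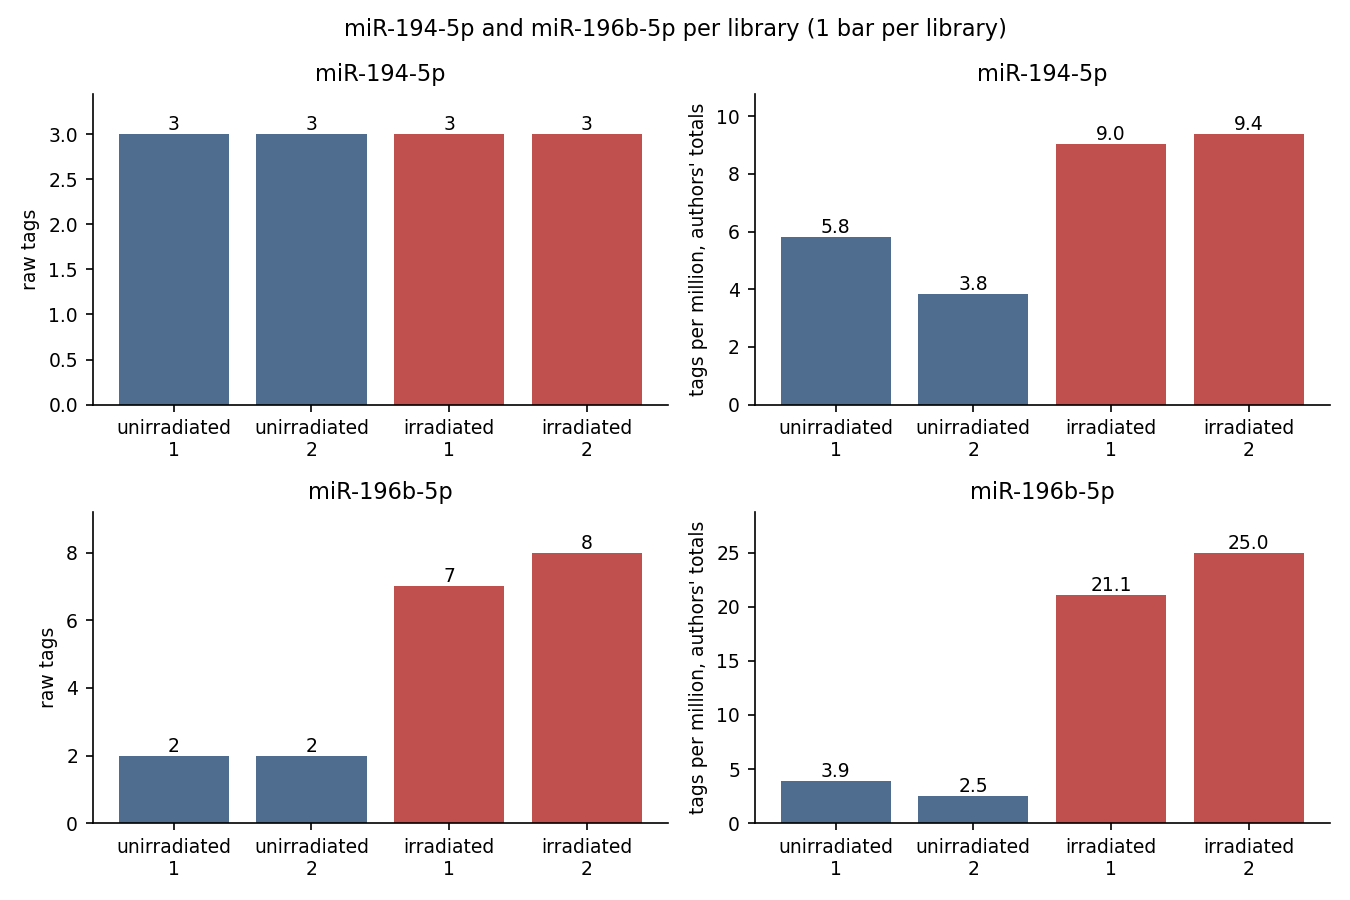
Raw tags (left) and CPM on the authors' totals (right) for miR-194-5p (top) and miR-196b-5p (bottom), with 1 bar for each of the 2 unirradiated (blue) and 2 irradiated (red) libraries. miR-194-5p had 3 tags in every library, while miR-196b-5p had 2 tags in both unirradiated libraries and 7 and 8 in the irradiated ones.

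Across the profile, the miRNA with the smallest p among those lower in irradiated exosomes was miR-30c-5p, a member of the miR-30 family, with 52, 55, 3 and 23 tags and a log2 fold change of -1.81 (SE 0.874). The other sequences with the smallest p were predicted ones. On the lower side were chr17_13579 with 221, 252, 27 and 59 tags (log2 fold change -2.04, SE 0.546), chr3_28738 with 807, 1502, 217 and 314 tags (-1.65, SE 0.771), the 7SL match chr14_8736 (-2.55, SE 1.45) and chr16_11953 with 110, 30, 15 and 11 tags (-1.59, SE 0.912). On the higher side were chr13_7212 with 15, 15, 25 and 422 tags (3.99, SE 1.20), chr1_18910 with 52, 44, 109 and 93 tags (1.76, SE 0.693), chr4_32460 with 58, 41, 56 and 144 tags (1.45, SE 0.586), chr12_5298 with 21, 12, 23 and 42 tags (1.51, SE 0.613) and chr11_2306 with 11, 4, 23 and 15 tags (2.14, SE 0.891). No miRBase sequence was among the 5 with the smallest p on the higher side. Leaving out 1 library turned none of these 10 directions but moved 7 of the values by over 1.5 times. miR-30c-5p ran from -3.02 without irradiated replicate 2 to -1.24 without irradiated replicate 1, and chr14_8736 from -4.37 without irradiated replicate 2 to -0.47 without unirradiated replicate 1. chr3_28738 ran from -2.11 without unirradiated replicate 1 to -0.75 without unirradiated replicate 2, and chr16_11953 from -2.54 without irradiated replicate 1 to -0.66 without unirradiated replicate 1. On the higher side chr13_7212 ran from 1.85 without irradiated replicate 2 to 4.79 without irradiated replicate 1, while chr1_18910 ran from 0.96 to 2.31 and chr11_2306 from 1.06 to 2.79, lowest without irradiated replicate 1 and highest without irradiated replicate 2.

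Of 143 sequences tested, 84 of them in miRBase, 0 were called by edgeR, with a smallest adjusted p of 0.983. An unadjusted p under 0.05 was reached by 2 sequences, chr13_7212 and chr17_13579, against 7.15 that chance alone would give, and both had a fold change of at least 2. DESeq2 and limma-trend also called 0 sequences, with 3 at an unadjusted p under 0.05 by either tool and smallest adjusted p of 0.0895 and 0.993. With the miRBase sequences alone, edgeR called 0 of 91 and 0 had an unadjusted p under 0.05. The median log2 fold change of the tested sequences was -0.14 with TMM and 0.26 on the authors' totals, so that 40.6% of them were above 0 in the former and 67.1% in the latter. The single call at an adjusted p under 0.05 in other settings was chr13_7212, with its highest count in irradiated replicate 2, with an adjusted p of 0.0216 without a filter, 0.0370 in the fit of all sequences, 0.0393 on the totals of the table and 0.0455 without irradiated replicate 1.

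**Figure D3:**
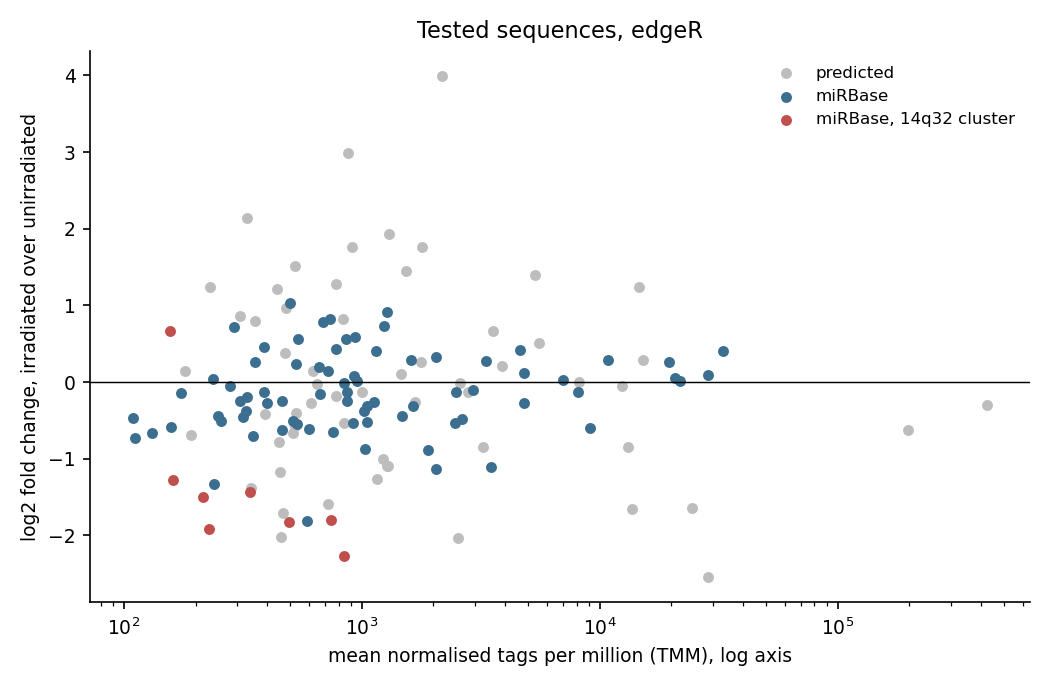
Log2 fold change (irradiated over unirradiated, vertical axis) against mean TMM-scaled CPM (log axis) for the 143 tested sequences. Of the 8 tested miRNAs of the 14q32 cluster (red), 7 lie below 0, and the highest point is predicted chr13_7212 at 3.99.

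The imprinted 14q32 cluster is a large group of miRNA genes that reaches on chromosome 14 from MIR493 at 100869060 to MIR656 at 101066801. Of its 8 tested members 7 had a negative log2 fold change in edgeR, on the authors' totals as well, but 0 passed the test and 0 had an unadjusted p under 0.05. The list was called by camera with a preset correlation and not with an estimated one (adjusted p = 0.854). Its tags were nearly missing in irradiated replicate 1, with 2 tags against 558, 300 and 221 in unirradiated replicates 1 and 2 and irradiated replicate 2. miR-381-3p, from MIR381 at 101045920 to 101045994, had 115, 59, 0 and 32 tags and a log2 fold change of -2.27 (SE 1.60). miR-127-3p, from MIR127 at 100882979 to 100883075, had 105, 42, 0 and 37 tags (-1.80, SE 1.63). The exception was miR-369-3p at 0.67 with 13, 3, 2 and 18 tags. The median of the 8 members in edgeR was -1.65, or -0.94 on the authors' totals. The 33 listed members together held 2.92 ± 0.921% of miRBase tags in unirradiated and 0.729 ± 0.985% in irradiated exosomes.

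The list was the single 1 of 9 called by limma camera, with a median of -2.64 on its log2 scale with a prior count of 1 and an adjusted p of 0.00191. With an estimated correlation, which was 0.938 between the members, camera gave an adjusted p = 0.854, and fry gave 0.962. Of the 8 members 0 were called by edgeR over all sequences and 0 adjusted over the list alone. The share was 3.57% (95% exact interval 3.28 to 3.87) and 2.27% (2.02 to 2.53) in unirradiated replicates 1 and 2, 0.0328% (0.0040 to 0.119) in irradiated replicate 1 and 1.43% (1.25 to 1.63) in irradiated replicate 2. Without irradiated replicate 1 the median was -0.87 over the 16 members that then passed the filter. Without unirradiated replicate 1 it was -2.72 over 6 members. The call was lost in both cases, in the latter with fewer members and not with a smaller median. These medians and that of the main test cover different members.

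**Figure D4:**
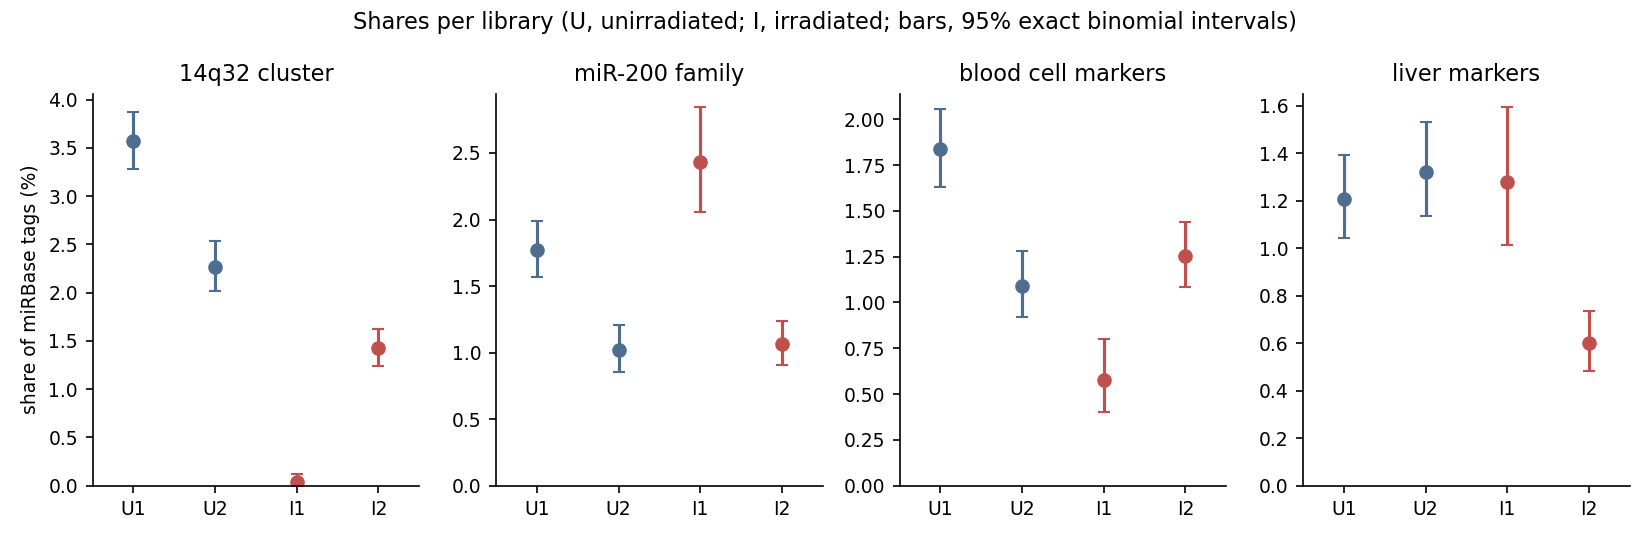
Share of miRBase tags (%, vertical axis) for 4 lists in each library, with U1 and U2 the unirradiated and I1 and I2 the irradiated replicates; bars are 95% exact binomial intervals. The 14q32 share was 0.0328% in I1 and 1.43% in I2, while the miR-200 share was highest in I1 at 2.43%.

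Families of tumor and DNA damage biology showed no change past the test. The 9 let-7 members, of which let-7i-5p and let-7g-5p were most abundant, made up 39.7 ± 2.78% of miRBase tags in irradiated and 35.8 ± 3.76% in unirradiated exosomes and had a median log2 fold change of 0.02 on the camera scale. The miR-200 family, guardians of the epithelial state, held 1.75 ± 0.965% and 1.40 ± 0.531% of miRBase tags, with 3 of 4 members above 0. Its most abundant members were miR-200c-3p, with 154, 73, 83 and 93 tags (log2 fold change 0.33, SE 0.599), and miR-200b-3p, with 61, 23, 32 and 38 tags (0.43, SE 0.723). The growth-promoting miR-17-92 clusters held 5.82 ± 1.73% and 7.33 ± 1.05%, with miR-92a-3p at 573, 693, 162 and 502 tags (-0.60, SE 0.621), miR-25-3p at 287, 320, 77 and 342 tags (-0.27, SE 0.626) and 3 of 5 members above 0. The 3 tested p53-responsive miRNAs, miR-200c-3p, miR-182-5p and miR-192-5p, had fitted values on both sides of 0, and the list held 1.51 ± 0.633% and 1.38 ± 0.406%. miR-182-5p had 70, 44, 21 and 48 tags (-0.24, SE 0.639). miR-192-5p, which shares a primary transcript with miR-194 and was chosen after its values were seen, had 18, 5, 7 and 5 tags (-0.14, SE 1.09).

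Regulators of the DNA damage response, with miR-21-5p and miR-26a-5p as the most abundant, held 14.1 ± 6.14% of miRBase tags in irradiated and 15.8 ± 2.30% in unirradiated exosomes, and 7 of 9 tested members were below 0. miR-26a-5p had 563, 449, 214 and 451 tags (-0.13, SE 0.523). miRNAs associated with pancreatic cancer held 11.9 ± 6.89% and 13.2 ± 2.73%, and 16.8% in irradiated replicate 2 alone, with miR-221-3p at 239, 90, 60 and 151 tags (-0.12, SE 0.564) and 4 of 7 members below 0. With the tags of a predicted end variant added, miR-221-3p was at 0.19 (SE 0.904) in the fit of all sequences. miRNAs abundant in vesicles held 18.1 ± 6.69% and 21.5 ± 0.302%, with 9 of 11 members below 0. On the authors' totals 8 of the 9 DNA damage regulators, 6 of the 7 cancer-associated and 7 of the 11 vesicle miRNAs were above 0, as were 9 of 9 let-7, 5 of 5 miR-17-92, 3 of 4 miR-200 and 2 of 3 p53-responsive miRNAs. Apart from 14q32, the 8 tested lists had adjusted p from 0.617 to 0.796 in camera, with 0 members called by edgeR over all sequences, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. The p53-responsive median on the camera scale was -0.10, while camera gave the list the direction up. fry gave the blood cell list an adjusted p of 0.146.

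Markers of other cell types were measured in the same way. Those of blood cells held 0.913 ± 0.479% of miRBase tags in irradiated and 1.46 ± 0.529% in unirradiated exosomes, with miR-146a-5p at 216, 94, 5 and 142 tags (-0.89, SE 1.22) and miR-486-5p at 26, 22, 12 and 18 tags (-0.13, SE 0.600). Liver markers held 0.940 ± 0.481% and 1.27 ± 0.0802%, nearly all of it miR-122-5p with 187, 175, 78 and 93 tags (-0.49, SE 0.555). Markers of normal pancreas held 16.4 ± 10.8% and 11.9 ± 0.752%, and 8.78% in irradiated replicate 2 alone, mostly miR-148a-3p, followed by miR-7-5p with 23, 16, 10 and 24 tags (0.26, SE 0.576). Mesenchymal and endothelial markers held 0.363 ± 0.0255% and 0.359 ± 0.0911%, with miR-126-3p at 32, 39, 16 and 48 tags (0.19, SE 0.681). Neural markers held 0.299 ± 0.0976% and 0.443 ± 0.165%, with miR-128-3p at 49, 74, 14 and 57 tags (-0.54, SE 0.811). Muscle markers held 0.0554 ± 0.0145% and 0.0799 ± 0.0045%, and the miR-15/16 family 0.0258 ± 0.0365% and 0.0456 ± 0.0103%. The HOX cluster miRNAs held 0.842 ± 0.178% and 0.566 ± 0.276%, with miR-10a-5p at 90, 29, 47 and 81 tags (0.73, SE 0.714). Most tags of miR-10a-5p were listed under a predicted end variant, and with end variants added the HOX shares were 5.90 ± 2.73% and 5.80 ± 2.04% and miR-10a-5p was at 0.13 (SE 0.927) in the fit of all sequences. Listed miRNAs that are fragments of other RNAs held 2.55 ± 0.901% and 3.32 ± 0.482%, with miR-6087 at 390, 199, 89 and 72 tags (-1.11, SE 0.655) and miR-1246 at 170, 180, 100 and 214 tags (0.28, SE 0.494). Of the 17 list shares, 7 turned direction without irradiated replicate 1, namely those of normal pancreas, pancreatic cancer, vesicle, DNA damage, p53-responsive, miR-200 and miR-15/16 miRNAs. The liver and the mesenchymal and endothelial shares turned without irradiated replicate 2, the latter and the pancreatic cancer share without unirradiated replicate 1, and the p53-responsive and miR-200 shares without unirradiated replicate 2.

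No sequence switched on or off at the minimum set. With at least 10 tags in both libraries of a group and blanks in both of the other, 0 sequences were found. At a minimum of 5 tags there were 5. miR-328-3p with 9 and 7 tags, miR-361-5p with 5 and 5 and predicted chr8_42314 with 5 and 6 were listed in the unirradiated libraries alone. Predicted chr14_8483 with 5 and 7 tags and chr17_13464 with 6 and 5 were listed in the irradiated libraries alone. Other pairings of the same 4 libraries gave 4 and 2 such sequences.

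The choice of arm was compared in 9 hairpins, a measure that does not depend on library scaling. miR-27b, the hairpin with the smallest p, had 324, 230, 82 and 408 tags on its 3p arm, against 2 tags on the 5p arm in both unirradiated libraries and blanks in the irradiated ones. miR-151a had 97, 76, 49 and 103 tags on the 3p arm and 30, 35, 4 and 33 on the 5p arm. edgeR called 0 of the 9 hairpins, with 0 at an unadjusted p under 0.05 and a smallest adjusted p of 0.521. No other tool was run. Without irradiated replicate 1, 16 hairpins could be tested, and miR-30a stood out. It had 48, 55 and 184 tags on the 5p arm and 19, 21 and 11 on the 3p arm in the remaining libraries. The log2 ratio of its 3p over its 5p arm was then -2.70 for irradiated minus unirradiated. Irradiated replicate 1 itself had 4 tags on the 5p arm and 2 on the 3p arm. The difference thus rested on irradiated replicate 2 alone.

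The libraries of a group were not always closer to each other than to those of the other group. Across the 143 tested sequences, which are not independent replicates, Pearson correlations of log2 CPM were 0.744 between the unirradiated libraries, 0.676 between the irradiated libraries and from 0.688 to 0.884 between libraries of different groups. Across the 84 miRBase sequences they were 0.913, 0.799 and from 0.780 to 0.908.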

Values the study reported

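The study reported 2 miRNAs as raised in the exosomes of irradiated cells, miR-196b-5p and miR-194-5p. Its account of miR-194-5p did not rest on the sequencing alone. By qPCR it also reported this miRNA as raised in exosomes of irradiated cells and in plasma exosomes of irradiated mice carrying patient tumors. The same was reported for several pancreatic cancer cell lines after irradiation. The study further reported that miR-194-5p mimics raised colony formation after radiation and that a luciferase assay showed E2F3 as a direct target. Aspirin given to irradiated cells was reported to lower miR-194-5p in their exosomes. None of these measurements is part of the libraries analysed here.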

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

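Alternatives chosen only after the data were seen were the totals of the table as scaling, 1 line per mature name, blanks as 1 tag, end variants added to their miRNA, list tests without predicted sequences, list shares with 1 library left out, and the minimum of 2 tags. The count of changed sequences, 0 by edgeR with 2 at an unadjusted p under 0.05, was 0 as well by DESeq2 and limma-trend (3 at an unadjusted p under 0.05 by each) and became 1 without a filter and on the totals of the table, in both cases predicted chr13_7212 (adjusted p 0.0216 and 0.0393). The count at fold 2 and an unadjusted p under 0.05 was 2, and it was 1 on the authors' totals, on the totals of the table and with at least 50 tags in 2 libraries, 15 without a filter and 0 without predicted sequences. The 9 list tests gave 1 call, and 0 with an estimated correlation, by fry, with at least 50 tags in 2 libraries, where the 14q32 list had too few members, and without predicted sequences at an estimated correlation. The 14q32 median was -2.64 under an estimated correlation (adjusted p 0.854) and fry (0.962), which test the same values, and -2.59 without predicted sequences at an estimated correlation (0.769). The 14q32 list kept its call on the authors' totals, without predicted sequences and with a replicate block, each time at the preset correlation. The correlation estimated between its members was 0.938, and 0.939 without predicted sequences. At the preset value the members are treated as nearly independent. The list thus gains no separate support from the calls it kept. Over all its alternatives the adjusted p ran from 1.51e-09 to 0.962. Sequences listed in a single group numbered 0 at 10 and 20 tags, 5 at 5 tags and 27 at 2 tags, as the lower minimum admits more sequences, and the other pairings of the libraries gave 24 and 23 at 2 tags. miR-194-5p and miR-196b-5p had no value at 50 tags. Apart from the causes given by construction, the cause was not tested.

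With 1 library left out, the lone library of its group is assumed to vary like the others. The count of changed sequences then ranged from 0 to 1 (chr13_7212 without irradiated replicate 1), the count at fold 2 from 1 without unirradiated replicate 1 to 31 without irradiated replicate 2 (15 without irradiated replicate 1 and 4 without unirradiated replicate 2), and the list calls from 0, without either replicate 1, to 1. The log2 fold change of miR-194-5p ran from -0.0031 without irradiated replicate 1, where its direction turned, to 1.09 without irradiated replicate 2. That of miR-196b-5p ran from 1.94 to 2.85. The 14q32 median ran from -4.06 to -0.87, each time over the members that then passed the filter. The share of predicted sequences differed by -16.9 to 3.85 percentage points, the sequences listed in a single group numbered 0 to 11 and the hairpins with a changed arm 0 to 1, the last without irradiated replicate 1. Outside the left-out libraries miR-194-5p stayed between 0.36 and 0.91 and miR-196b-5p between 1.64 and 2.77, with no call. For the 10 other sequences named by p-value, 125 of 127 checks outside the left-out libraries kept direction and side of the threshold, and the other 2 were the calls of chr13_7212. With the left-out libraries included 164 did, and the other 3 were calls of chr13_7212. The replicate number as a block gave 0 changed sequences and 5 at fold 2 and an unadjusted p under 0.05; deviations of libraries with the same number correlated at 0.31 over 143 sequences, and the labels do not state a pairing. Depth limits miR-194-5p, with 3 tags in each library. For the tested sequences the spread between libraries limits the test too, since simulated 4-fold changes were recovered at 2.0% with a biological coefficient of variation of 0.725 and at 84.6% with 0.3 at the same depth. The value of 0.725 is that of miRBase and predicted sequences together. With the miRBase sequences alone it was 0.462, a spread that was not simulated.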

Other observations

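Some predicted sequences were miRNAs under another name. Predicted chr17_13553 had the start of miR-10a-5p, a miRNA of the HOXB cluster, with a different end, and its 1053, 514, 438 and 494 tags exceeded the 90, 29, 47 and 81 tags listed for miR-10a-5p itself. Added together they gave miR-10a-5p 1143, 543, 485 and 575 tags and a log2 fold change of 0.13 (SE 0.927). Predicted chrX_45842 was an end variant of miR-221-3p, and together they had 334, 184, 91 and 310 tags and a log2 fold change of 0.19 (SE 0.904), against -0.12 without it. Predicted chr2_25182 was an end variant of miR-10b-5p, whose 55, 44, 26 and 31 tags exceeded the 6, 2, 3 and 3 listed for it. With end variants added, HOX cluster miRNAs made up 5.80 ± 2.04% of miRBase tags in unirradiated and 5.90 ± 2.73% in irradiated exosomes (SD, n = 2).

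Outside the 14q32 cluster, some miRNAs chosen after their values were seen were also low in irradiated replicate 1. miR-146a-5p had 5 tags there, where its lowest share of miRBase tags in another library would give 43.3. miR-100-5p had 6 tags, where its lowest share would give 50.2. miR-361-3p, miR-744-5p and miR-197-3p had 0 tags, but their lowest shares would give only 2.76, 2.76 and 1.84. In the same library miR-148a-3p had 1449 tags, and the miR-200 share was 2.43% (95% exact interval 2.06 to 2.85) against 1.02 to 1.77% elsewhere.

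The tests in the following paragraphs were chosen after the results had been seen.

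miR-194-5p and miR-196b-5p had a ratio above 1 on the authors' totals. For miR-194-5p, with 3 tags in each library, counting error is enough to account for the ratio, since its 95% lower bound was 0.533. Its upper bound of 7.46 leaves a rise after irradiation open as well, and the tags are too few for the alternatives to be told apart. For miR-196b-5p the lowest lower bound over the 7 scalings was 1.60. For a miRNA chosen beforehand, and with independent tags, this would argue against counting error alone. This one was chosen by the study on these same libraries, which the interval does not take into account, so counting error stays open. For summed tags, spread between libraries that has nothing to do with irradiation could give such a ratio as well. The sums do not ask the libraries of a pair to agree, so a single library can make the ratio large. miR-196b-5p was higher in both irradiated libraries, with 7 and 8 tags against 2 and 2, so the comparison is not with fully like cases. Among the 109 other sequences with 10 to 38 tags in all, a ratio on the authors' totals at least as far from 1, in either direction and with blanks as 1 tag, was reached by 3 in the real grouping and by 4 and 6 in the other pairings of the 4 libraries.

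The 14q32 cluster had 2 tags in irradiated replicate 1, against 558, 300 and 221 in the others. Its depth argues against a loss by sampling, since the other libraries at that depth would hold at least 86.9 such tags on average. All 3 of the liver, blood and muscle lists kept over 10% of their lowest share elsewhere, at 213, 52.8 and 145% of it. In irradiated replicate 1, miR-122-5p of the liver list had 78 tags, the muscle list held 4 and miR-146a-5p of the blood list had 5. These lists bear on a loss of RNA carried over from serum only if their tags came from serum. Nothing in the labels shows that, so such a loss, in whole or in part, stays open. Irradiation alone is argued against by irradiated replicate 2, whose share was 43.4 times higher (95% exact interval 11.9 to 361, for counting error). A different mix of the cell lines in that library may be the reason and was not tested, and the smaller gap between irradiated replicate 2 and the unirradiated libraries stays open.

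Some of the predicted sequences may be fragments and variants of known RNAs. Of 176 sequences, 20 matched ribosomal, 7SL, small nuclear or small nucleolar RNA or another small RNA, against 0 of the reversed sequences, and these held 32.9% of predicted tags. Another test found 15 to be end variants of listed miRNAs, against 0 reversed, with 2.36% of predicted tags. The 2 tests overlap, since chrX_45135 and chr4_31373, end variants of miR-1246, matched small nuclear RNA and are also among the 20. The 95 with no match held 61.6% of predicted tags, 79.2% of these on chr4_32273 alone, and their median length of 17 nt, against 22 nt for miRBase sequences, argues against hairpins processed as miRNAs. Their origin was not tested, and the long ribosomal RNAs of the nucleus and the nuclear transfer RNAs were not searched. Another 41 sequences matched messenger or long RNAs or pseudogenes, as did 23 when reversed.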
